A study of Drosophila eugracilis and Drosophila pseudoobscura and Drosophila bifasciata with 4 samples. Its data were reported in "The absence of core piRNA biogenesis factors does not impact efficient transposon silencing in Drosophila" (2023).

How the data were processed

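Ovary RNA of 3 Drosophila species was profiled in 4 libraries. Polyadenylated RNA of D. pseudoobscura, D. eugracilis and D. bifasciata was sequenced with a directional protocol, in which the strand of the RNA is kept and both ends of each fragment are read. A further library from total RNA of D. eugracilis was made with QuantSeq, a 3' end method in which an oligo-dT primer starts the reverse transcription so that reads pile up close to the polyadenylation site. Each of the 4 groups had 1 library.

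Per the labels and the methods of the study, the authors removed adapters from the reads (and poly-A stretches from the QuantSeq reads), filtered them by quality with the FASTX-Toolkit and mapped them with STAR, allowing a small number of mismatches. D. pseudoobscura reads were mapped to a Nanopore assembly whose contigs are named utg, D. eugracilis reads to the assembly ASM1815383v1, and D. bifasciata reads to an assembly named in the study. The deposited files hold the genome-unique mappers as 12-column alignment lists with 1 line per aligned read. The only measurement-like column is a mapping score, which the authors' aligner set to 255 in every line, and it was not used as a level. The other columns used were the start, the end, the strand and the aligned blocks. Reads with more than 1 place in the genome were not part of the files, so transposon copies and repeated genes are seen only through their unique stretches. The 3 polyA files held both mates of each complete pair written on the same strand (0 pairs had mates on opposite strands or on 2 contigs). Only 1 alignment was held for 5850 read names in D. pseudoobscura, 3987 in D. eugracilis and 5084 in D. bifasciata. The QuantSeq file held 1 line per read. The label text of the D. bifasciata sample names D. eugracilis in its description, whereas its title, its organism field and the contig names belong to D. bifasciata, and the title was used. The strain names in the labels of all 3 species differ from the stock identifiers in the methods of the study, and whether both refer to the same flies was not settled here.

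From these lists, alignments were counted in Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The unit was the alignment line, so a pair of a polyA library counted as 2. Each line was placed by its 5' end on the RNA strand. Contigs were divided into tiles of 0.5 kb up to the furthest aligned base (over both libraries in D. eugracilis), since contig lengths were not used here and contigs without any alignment could not enter the denominators. Tile level was given as reads per kb and per 1000000 genome-unique mappers (RPKM), and the level of a gene or contig as reads per 1000000 genome-unique mappers (CPM). A tile counted as transcribed above 1 RPKM and as single-stranded when at least 90% of its alignments came from 1 strand. An alignment with more than 1 block was called spliced. Shares carry exact (Clopper-Pearson) 95% binomial intervals, CPM values exact 95% Poisson intervals, and ratios of CPM the exact conditional interval of both counts. PCR reads without molecular identifiers are not independent molecules, and the mates of a pair are not independent either, so all intervals cover counting error only.

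The gene table for ASM1815383v1 gave gene symbols, starts and ends but no contig, strand or exons. The 15386 genes fell into 267 runs of rising start position. A run was placed on a contig when at least 90% of the contig's splice junctions lay inside a single gene of the run, the contig had at least 30 junctions, and only 1 contig passed. Junctions were introns of 40 to 20000 nt with at least 3 polyA alignments (26389 in all). This placed 57 runs with 14123 genes (91.8%), with between 91.5% and 100% of the junctions inside 1 gene and at most 87.6% for the next best contig. After shifting the genes of each placed run by 50% of its length, 0 of the 57 runs passed on their own contig and 1 passed on another contig. The contig numbers rose in 56 of 56 neighbouring placed runs, a property that the rule did not use. Contigs of genes are therefore inferred from the reads, and the rule was set after the data had been seen but before any level was compared between libraries. An earlier form that scored fewer contigs placed fewer runs. The strand of a gene was the one with the larger summed CPM of both libraries. An alignment counted for a gene when both of its ends lay in the span of that gene and of no other. Exonic length was the gene span less the introns shown by polyA junctions. Where the design named transcript 3' ends and exons, gene ends and gene spans were used instead.

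The calculations were tested on simulated data. All 57 simulated runs were placed on the contig they were drawn from. These were the runs already placed, with nearly all junctions drawn inside their own genes. This checks the code and not how the rule does on other runs. For the polyA against QuantSeq comparison, reads were drawn for 5768 genes, of which 200 received a 4-fold change, and the recovered median change was 2.00 on the log2 scale against 2 simulated. The share of simulated reads close to gene ends was 84.7%, and 84.9% was recovered. Of 400 simulated tiles, 300 were drawn on 1 strand and 300 were recovered.

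With 1 library per group no test between groups was made and no p-value is given. Correlations of D. eugracilis libraries run across genes, which are not replicates, on log2(CPM + 1) for genes with at least 10 reads in either library. Named genes and tiles followed a rule set before the data were examined, namely the 5 genes with most reads in each D. eugracilis library, the 5 genes with the largest and the 5 with the smallest polyA to QuantSeq ratio among genes with at least 100 reads in each, and the 5 tiles with most reads in libraries whose assembly had no gene table here. The rule also named piRNA pathway genes, fs(1)Ya with its neighbours and control genes. The gene table used here carries locus numbers in place of such names, so these genes, including the remnant of yb, were not analysed here. Cluster contigs were taken by name from the cluster names 3l, 40l and 3031 of the study. The reading of 3l and 40l as contigs utg000003l and utg000040l and of 3031 as the contig number of NW_024573031.1 is an assumption, as the study text used here does not state it. Alternatives were other tile sizes, RPKM limits, strand shares and windows, identical alignments counted once, pairs counted once, long contigs alone, thinning to the smallest polyA library, other pseudocounts, read minimums and denominators, and leaving out the tiles with most reads.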

Results

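The libraries described the polyadenylated transcripts of ovaries from 3 species in which the study examined piRNA production without the gene yb. piRNAs are small RNAs that guide PIWI proteins against transposons, and their precursors are transcribed from piRNA clusters, either from 1 strand or from both. The polyA library of D. pseudoobscura held 14159668 genome-unique alignments from 7076909 complete read pairs, that of D. eugracilis 13099511 alignments from 6547762 pairs, and that of D. bifasciata 13983030 alignments from 6988973 pairs. The QuantSeq library of D. eugracilis held 6256158 alignments of single reads. Alignments fell on 260 contigs in D. pseudoobscura, on 439 and 540 contigs in the polyA and QuantSeq libraries of D. eugracilis, and on 157 sequences in D. bifasciata. There were no replicates, so no difference between libraries could be set against a biological spread, and species, library and preparation cannot be separated.

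Fragments were short relative to the reads in D. pseudoobscura and D. eugracilis polyA, and less so in D. bifasciata. The median span of a pair was 123 nt in D. pseudoobscura, 127 nt in D. eugracilis and 188 nt in D. bifasciata. Both mates covered identical coordinates in 71.8%, 68.9% and 26.6% of the pairs, so most pairs of the first 2 libraries carried the same information on both lines. Median aligned length was 111 nt in D. pseudoobscura and in the D. eugracilis polyA library, 124 nt in D. bifasciata and 87 nt in QuantSeq. Alignments with distinct contig, start, end and strand made up 45.6% of the lines in D. pseudoobscura, 35.5% in D. eugracilis polyA, 39.1% in D. bifasciata and 20.5% in QuantSeq. Mates with identical coordinates count as 1 in this share, which lowers it by construction in the polyA libraries.

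Spliced alignments were counted in each library. They made up 15.7% of the alignments in D. pseudoobscura (95% interval 15.68 to 15.72), 23.7% in D. eugracilis polyA (23.70 to 23.74), 18.8% in D. bifasciata (18.83 to 18.87) and 3.88% in QuantSeq (3.87 to 3.90). The shares differed between libraries by far more than the counting error. Counting each pair once moved the value of D. bifasciata most, to 25.7%, which exceeded that of D. pseudoobscura (17.6%) and came close to that of D. eugracilis (25.9%). The minus strand carried 50.9%, 51.3%, 47.2% and 53.0% of the alignments in D. pseudoobscura, D. eugracilis polyA, D. bifasciata and QuantSeq.

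The share of the genome transcribed into polyadenylated RNA was described with 0.5 kb tiles. Of 303030 tiles in D. pseudoobscura, 55079 lay above 1 RPKM, or 18.2% (18.04 to 18.31). In D. eugracilis 44659 of 296404 tiles did so (15.1%, 14.938 to 15.196), and in D. bifasciata 51456 of 382251 tiles (13.5%, 13.35 to 13.57). The tiles of D. eugracilis reached up to the furthest base of either of its libraries, and with the polyA library alone, an alternative chosen after the data had been seen, the share was 15.8%. The limit of 1 RPKM corresponded to 8 alignments in D. pseudoobscura to 7 in the other polyA libraries and to 4 in QuantSeq. Tiles with any alignment made up 31.8%, 20.7% and 21.1% in the same order. A limit of 0.5 RPKM moved the shares most, to 23.1%, 17.2% and 16.1%, and left their order as it was. The 10 tiles with most reads held 5.29% of the alignments in D. pseudoobscura, 6.12% in D. eugracilis and 5.10% in D. bifasciata. In QuantSeq 15.3% of the tiles were occupied, and the 10 leading tiles held 13.3% of the alignments.

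In the assemblies without a gene table, the leading tiles are given by position. In D. pseudoobscura, 3 adjoining tiles of contig utg000060l ranked first, from 272501 to 274000. They held 150254, 143082 and 86610 alignments, and the first of them had 1.06% of the library (1.06 to 1.07). The fourth tile lay on the same contig at 2448001 to 2448500 with 70482 alignments, of which 76.7% came from the major strand. The fifth lay on utg000062l at 482001 to 482500 with 65135 alignments. In D. bifasciata, the leading tile was at 38608001 to 38608500 of CM019043.1 with 91135 alignments, or 0.652% of the library (0.648 to 0.656). Next came tiles of CM019041.1 at 39174501 to 39175000 with 90717 alignments and at 35424501 to 35425000 with 69404, a tile of WIOZ01000156.1 at 9001 to 9500 with 69343, and a tile of CM019041.1 at 39177501 to 39178000 with 68130. In each of these 5 tiles of D. bifasciata at least 96.9% of the alignments came from 1 strand.

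Strand information was used to ask how far transcribed tiles were read from a single strand. At least 90% of the alignments came from 1 strand in 87.5% of the transcribed tiles of D. pseudoobscura (87.2 to 87.7, 48179 of 55079), in 95.8% of those of D. eugracilis polyA (95.6 to 96.0, 42796 of 44659), in 93.5% of those of D. bifasciata (93.3 to 93.7, 48121 of 51456) and in 91.4% of those of QuantSeq (91.1 to 91.8, 22379 of 24477). At a limit of 99% the shares fell to 41.4% in D. pseudoobscura, 80.7% in D. eugracilis polyA, 68.0% in D. bifasciata and 86.9% in QuantSeq, so that QuantSeq moved from the third place to the first. Over all transcribed tiles, 4.05% of the alignments lay on the minor strand of their tile in D. pseudoobscura, 0.855% in D. eugracilis polyA, 1.83% in D. bifasciata and 2.00% in QuantSeq.

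**Figure D1:**
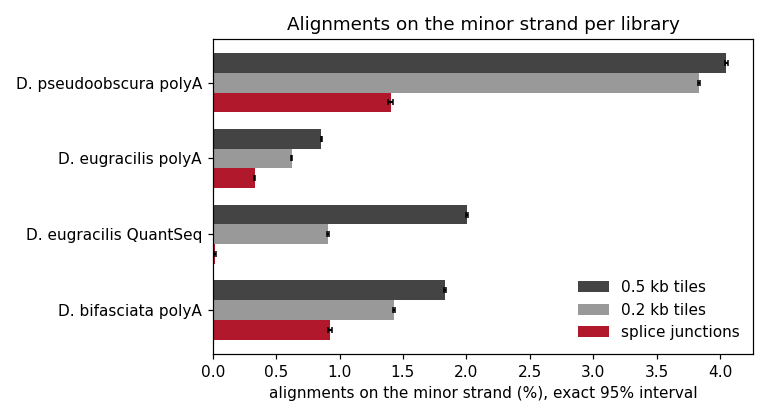
Share of alignments on the minor strand (horizontal axis, in percent, with exact 95% intervals) for each of the 4 libraries, in transcribed tiles of 0.5 kb and 0.2 kb and across splice junctions with at least 100 alignments. In every library the share at junctions is the lowest of the 3 bars, and D. pseudoobscura has the highest value in 0.5 kb tiles (4.05%).

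The orientation of a splice junction is fixed by the transcript, so alignments across junctions gave a second measure of the minor strand. At junctions with at least 100 alignments the minor strand held 1.40% of 1466959 alignments in D. pseudoobscura (1.38 to 1.42), 0.329% of 2698673 in D. eugracilis polyA (0.323 to 0.336), 0.925% of 1980080 in D. bifasciata (0.912 to 0.939) and 0.0179% of 178804 in QuantSeq (0.0122 to 0.0253).

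The 2 D. eugracilis libraries allowed polyA and 3' end levels to be set side by side in 1 species. Of the 14123 genes placed on contigs, 7426 had at least 10 sense reads in either library. Of these, 6209 reached that level in both, 935 in polyA only and 282 in QuantSeq only. Across the 7426 genes, Spearman's rho was 0.72 and Pearson's r of log2(CPM + 1) was 0.74. These values describe genes of 2 single libraries and not replicates. They depended on the unit compared. Per 0.5 kb tile and strand, an alternative chosen after the data had been seen that needs no gene positions, rho was -0.0284 and r was 0.0875 over 49248 tiles and strands. Among gene sets, rho ranged from 0.89 over all placed genes to 0.59 over genes with at least 100 reads in either library. Only 9185 of the 14123 placed genes had a strand called from reads. Genes without reads are tied at 0 in both libraries, which can raise the value over all placed genes. Among the 3739 genes with at least 100 reads in each library, the median polyA to QuantSeq ratio was 0.43 on the log2 scale, with the middle 50% of genes between -0.34 and 1.17, and 58.6% of the genes lay within a 2-fold range. These ratios use all genome-unique alignments as the denominator. A smaller share of them could be given to 1 gene in QuantSeq (63.3%) than in polyA (84.3%), which raises the ratios. Ratios per alignment given to genes were not computed, so the median is not a difference in gene levels alone. Placed contigs received 91.3% of the polyA and 88.5% of the QuantSeq alignments, and 84.3% and 63.3% of all alignments could be given to 1 gene. Of the latter, 0.682% lay opposite to the called strand in polyA and 0.641% in QuantSeq.

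**Figure D2:**
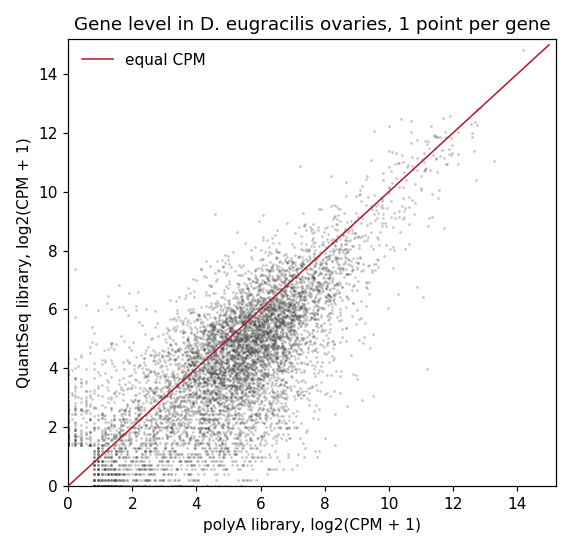
Gene levels in the polyA library (horizontal axis) and the QuantSeq library (vertical axis) of D. eugracilis ovaries, both as log2(CPM + 1), with 1 point for each of 7426 genes with at least 10 reads in either library and a line at equal CPM. The cloud follows the line with a Spearman's rho of 0.72, and the points at the left and lower edges are genes with few reads in 1 library.

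Among reads that could be given to 1 gene, the same protein-coding gene led both libraries. Reads where annotated genes overlap, beyond gene ends or on contigs without placed genes are not in this ranking, and some of the highest tiles hold mostly such reads. In polyA the tile of NW_024572672.1 from 25501 to 26000 had 157063 alignments, more than any gene but the first. In QuantSeq the tile of NW_024571840.1 from 13001 to 13500, on a contig without placed genes, had 166373 alignments. The tiles of NW_024572672.1 from 26001 to 26500, of NW_024572605.1 from 374001 to 374500 and of NW_024573030.1 from 55501 to 56000 had 105382, 103271 and 56845 QuantSeq alignments. Each of these 4 tiles had more than the second gene. These tiles were singled out after their values were seen. LOC121530328 (NW_024573369.1, 2072594 to 2074157, minus strand) had 18629 CPM in polyA (18555 to 18703) and 28805 CPM in QuantSeq (28672 to 28938). LOC108102464 (NW_024573052.1, 1509955 to 1511381, minus strand) had 7379 CPM (7333 to 7426) and 7365 CPM (7298 to 7432). These did not differ beyond counting error with all genome-unique alignments as the denominator. Genes hold a smaller share of that denominator in QuantSeq, so this does not show an equal share among gene reads. LOC108104438 (NW_024573030.1, 2097995 to 2098823, plus strand) had 6926 CPM (6881 to 6971) and 7196 CPM (7130 to 7263). The other two of the leading polyA genes in this ranking were LOC108114843 (NW_024572388.1, 80548 to 84596, minus strand), with 10048 CPM in polyA and 2109 CPM in QuantSeq, and LOC108113208 (NW_024573812.1, 8538366 to 8539727, plus strand), with 6870 CPM and 4949 CPM. The other two of the leading QuantSeq genes in this ranking were LOC108102621 (NW_024573454.1, 1047396 to 1048557, minus strand), with 6101 CPM in QuantSeq and 3841 CPM in polyA, and LOC108107346 (NW_024572605.1, 1205109 to 1205794, plus strand), with 5848 CPM and 3280 CPM. Exons, introns and UTRs of these genes were not used here.

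Ratios of polyA to QuantSeq were ranked only among genes with at least 100 reads in each library. The largest ratio in this ranking belonged to LOC108108395 (NW_024573311.1, 1431131 to 1434260, plus strand). It was 27.6 (23.5 to 32.5), from 9002 polyA and 156 QuantSeq reads. LOC108114474 (NW_024573038.1, 10362718 to 10364006, plus strand) followed with 25.1 (23.1 to 27.4). The ratio was 21.9 for LOC108102932 (NW_024572029.1, 933494 to 934722), 21.0 for LOC121530323 (NW_024573369.1, 2078253 to 2079377) and 20.6 for LOC108112772 (NW_024573812.1, 6145000 to 6146085), all on the minus strand. The smallest ratio in this ranking belonged to LOC108103420 (NW_024573048.1, 301428 to 361813, plus strand). It was 0.0376 (0.0333 to 0.0423), from 298 polyA and 3790 QuantSeq reads. LOC108114503 (NW_024573038.1, 10355243 to 10356106, plus strand) followed with 0.0793 (0.0755 to 0.0831). The ratio was 0.0940 for LOC108103308 (NW_024573052.1, 2427528 to 2429250), 0.0946 for LOC108109787 (NW_024571881.1, 817093 to 873410) and 0.1001 for LOC108109728 (NW_024573338.1, 655962 to 669574), all on the plus strand. All 10 genes are protein coding in the gene table. The study suspected internal priming, that is oligo-dT priming away from the polyA tail, at a QuantSeq peak among the neighbours of yb. Whether such priming raised the QuantSeq counts of the genes with a small ratio was not tested.

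The position of reads along genes was compared to see where each chemistry reads a transcript. In QuantSeq, 84.7% (84.6 to 84.7) of 3933460 sense alignments in genes began within 500 nt upstream of the annotated gene end, against 24.4% (24.4 to 24.4) of 10963737 in polyA. Distances were taken on the genome and include introns. The median distance was 127 nt in QuantSeq and 919 nt in polyA. Short genes lie within the window as a whole, and in genes of at least 2 kb, a set chosen after the data had been seen, the shares were 67.6% in QuantSeq and 12.5% in polyA. A window of 1000 nt moved the polyA share most, to 53.4%, against 89.5% in QuantSeq. Counting identical alignments once lowered the QuantSeq share to 70.8%.

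**Figure D3:**
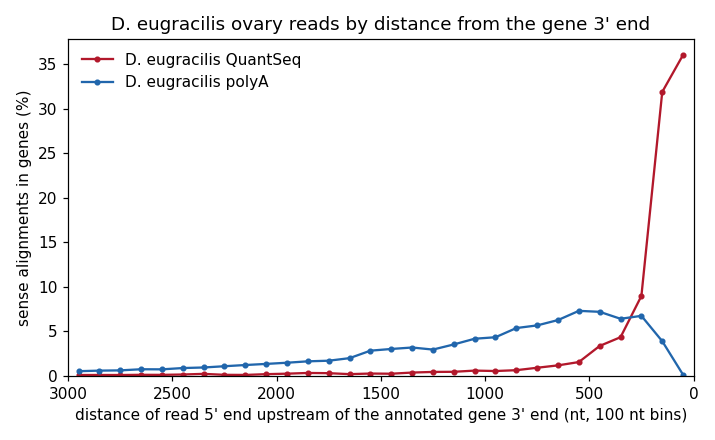
Share of sense alignments in genes (vertical axis, in percent) by the distance of the read's 5' end upstream of the annotated gene end (horizontal axis, in 100 nt bins up to 3000 nt, with the gene end on the right) for the QuantSeq and polyA libraries of D. eugracilis. QuantSeq peaks in the last 100 nt with 36.1% of its alignments, while polyA spreads over the transcript and reaches 7.31% between 501 and 600 nt.

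The study named a uni-stranded piRNA cluster 3l and a dual-stranded cluster 40l in D. pseudoobscura, and the polyA reads on the contigs of the same numbers were examined for the strand and the level of transcription. Contig utg000003l reached up to base 1998700 and received 139975 alignments, or 4.95 CPM per kb (4.92 to 4.97). This was higher than in 60.7% of the 122 other contigs of at least 100 kb, whose median was 2.81. Contig utg000040l reached up to base 640451 and received 115832 alignments, or 12.8 CPM per kb (12.7 to 12.8), higher than in 95.9% of the same contigs. The minus strand carried 55.2% of the alignments on utg000003l (55.0 to 55.5) and 51.5% on utg000040l (51.2 to 51.8). Without the 5 tiles with most reads these shares were 47.9% and 56.1%, so the more frequent strand of utg000003l rested on a few tiles. Among spliced alignments alone they were 70.9% and 52.6%. Of the transcribed tiles, 625 of 713 on utg000003l (87.7%, 85.02 to 89.98) and 351 of 409 on utg000040l (85.8%, 82.1 to 89.1) came from 1 strand, and the intervals overlapped. The plus strand led in 365 and the minus strand in 260 of the single-stranded tiles of utg000003l, and in 205 and 146 of those of utg000040l. Spliced alignments made up 15.8% (15.6 to 16.0) and 13.9% (13.7 to 14.1). The contigs also hold other transcription units, and the borders of the clusters were not used here, so these values describe contigs and not cluster precursors.

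Reads were unevenly spread along these contigs. Of 200 windows of 10 kb on utg000003l, 93 had less than 1 CPM, and the longest run of such windows went from 610001 to 850000 with 30 alignments. On utg000040l 22 of 65 windows were below 1 CPM, with the longest run from 160001 to 270000 and 23 alignments.

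**Figure D4:**
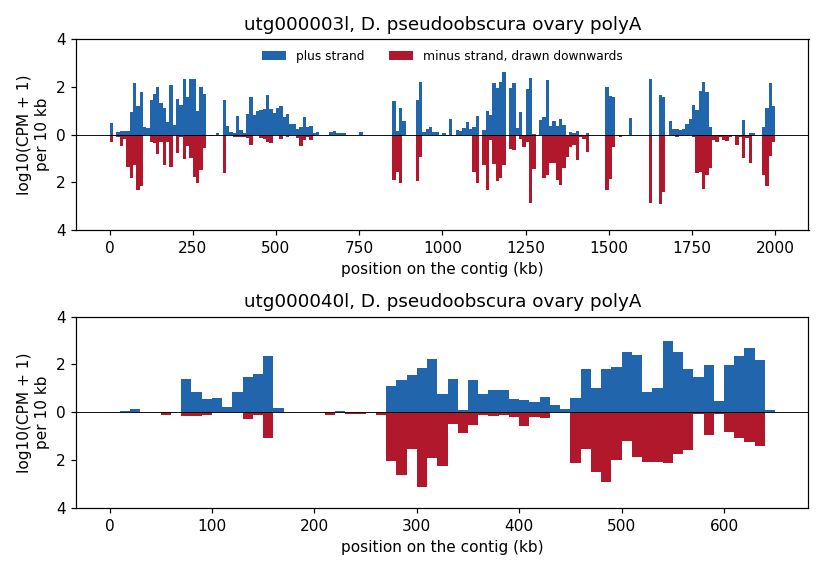
Level of polyA alignments, as log10(CPM + 1) per 10 kb window (vertical axis), along the D. pseudoobscura contigs utg000003l (top) and utg000040l (bottom), by position in kb (horizontal axis), with the plus strand upwards and the minus strand downwards. Both strands are used along each contig, with stretches below 1 CPM such as 610001 to 850000 on utg000003l.

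For D. eugracilis the study named a uni-stranded cluster that lies in an intron, and its name equals the last digits of contig NW_024573031.1. On this contig, which reached up to base 283369, the polyA library had 270 alignments from 135 read pairs and the QuantSeq library 116. This gave 0.0727 CPM per kb in polyA (0.0643 to 0.0820) and 0.0654 in QuantSeq (0.0541 to 0.0785), whose intervals overlapped. With identical alignments counted once, on the contig and in the library total alike, the levels were 0.104 in polyA and 0.190 in QuantSeq. They rose because the library totals fell by more than the counts on the contig. The nearness of both libraries thus depended on how copies were counted. Among 331 other contigs of at least 20 kb, 49.5% had a lower value in polyA and 46.8% in QuantSeq. The minus strand carried 4 of the 270 polyA alignments, or 1.48% (0.405 to 3.75), and 8 of the 116 QuantSeq alignments, or 6.90% (3.02 to 13.1), so the plus strand predominated in both. Counted by read pair, the polyA interval widened to 0.180 to 5.25. In polyA 48.9% (42.8 to 55.0) of the alignments on the contig were spliced, and 64.4% of all 270 alignments lay in 5 tiles. All 8 tiles above 1 RPKM in polyA and all 9 in QuantSeq were single-stranded, for which the intervals were 63.1% to 100% and 66.4% to 100%. The study places this cluster inside a protein-coding gene. Reads of that gene and of the cluster were not told apart, so these values describe the contig and not the cluster precursor.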

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

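The correlation per tile and strand, the position of reads in genes of at least 2 kb and the tiles of the D. eugracilis polyA library alone were chosen after the data had been seen, and the other alternatives before. No paired analysis was possible because each group has 1 library. Of 104 alternatives to 25 results, 87 moved a value beyond its counting interval or, for a correlation, beyond its second decimal, 16 did not, and 1 reversed a sign. At the depth of these libraries the intervals are narrow, so many of the moves are small, and where no cause is given below the cause was not tested. Libraries are listed as D. pseudoobscura, D. eugracilis polyA, D. bifasciata and, where it entered, QuantSeq. Counting identical alignments once also merges the mates of pairs with identical coordinates, so in the polyA libraries it changes more than possible copies. Levels under this alternative were divided by the distinct alignments of the library, so a level can rise although its count falls. The alternatives for yb and for piRNA pathway genes were not run, as these genes were not analysed here. Thinning gave no value for D. eugracilis, the smallest polyA library, and QuantSeq has no pairs to count once.

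The spliced share was 17.6%, 25.9% and 25.7% with each pair counted once, where a pair counts as spliced if either mate is. With identical alignments counted once it was 15.3%, 20.2%, 16.0% and 4.61%, and on contigs of at least 100 kb 15.8%, 24.3%, 19.3% and 4.09%. D. eugracilis polyA stayed highest under all of these, whereas D. bifasciata came close to it with pairs counted once.

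The transcribed share was 17.1%, 13.2% and 12.2% in 0.2 kb tiles, 19.8%, 16.9% and 14.7% in 1 kb tiles, 15.7%, 13.2% and 11.7% above 2 RPKM, 23.1%, 17.2% and 16.1% above 0.5 RPKM, and 18.8%, 16.2% and 14.8% with identical alignments counted once. Normalised without the 10 tiles with most reads it was 18.4% in D. pseudoobscura, and thinned to the smallest polyA library it was 13.3% in D. bifasciata. With tiles up to the furthest base of the polyA library alone it was 15.8% in D. eugracilis, by the smaller number of tiles. The order of the 3 species was the same in each of the 5 alternatives that moved all of them.

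The share of single-stranded tiles was 73.3%, 92.8%, 88.4% and 89.6% at a limit of 95%, and 41.4%, 80.7%, 68.0% and 86.9% at 99%. In 0.2 kb tiles it was 88.4%, 96.9%, 94.9% and 95.9%. In tiles with at least 10 reads it was 87.9%, 96.1% and 93.8% in the polyA libraries. With identical alignments counted once it was 90.4%, 95.6%, 93.4% and 94.3%. D. pseudoobscura stayed lowest in all of these, and the place of QuantSeq changed at 99%, at 95%, in 0.2 kb tiles and with identical alignments counted once.

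On utg000003l and utg000040l, the level was 5.36 and 13.6 CPM per kb with identical alignments counted once, 4.22 and 10.7 without the 5 tiles with most reads, and 4.98 and 11.3 among spliced alignments. The minus strand share was 52.4% and 51.9%, 47.9% and 56.1%, and 70.9% and 52.6% under the same alternatives, so on utg000003l the more frequent strand changed without the 5 leading tiles. The share of single-stranded tiles was 91.5% on utg000003l with identical alignments counted once, and 80.9% on utg000040l in 1 kb tiles. On NW_024573031.1, the level was 0.104 CPM per kb in polyA and 0.190 in QuantSeq with identical alignments counted once, and 0.0261 and 0.0336 without the 5 tiles with most reads. Without these tiles the minus strand share in QuantSeq was 13.6%. With 270 and 116 alignments, depth limits every value on this contig.

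Spearman's rho between the D. eugracilis libraries was 0.89 over all placed genes, 0.59 over genes with at least 100 reads in either library, 0.60 with polyA divided by exonic length and 0.68 with identical alignments counted once. Pearson's r was 0.90, 0.64, 0.66 and 0.67 under the same alternatives, 0.69 with a pseudocount of 0.1 CPM and 0.75 with reads of both strands. The values over all placed genes include genes without reads in both libraries. Per 0.5 kb tile and strand, rho reversed to -0.0284 and r was 0.0875. A tile away from the gene end holds polyA reads and few QuantSeq reads by the construction of the libraries, so this value compares positions as well as levels. Across tiles rho was slightly below 0 and r slightly above it, whereas both were positive in all alternatives across genes. Exonic length rests on introns seen in polyA reads and is too long for genes with few of them, so the drop after division is not evidence on transcript length.

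The share of reads within the window before the gene end was 4.02% in polyA and 68.0% in QuantSeq at 200 nt, 53.4% and 89.5% at 1000 nt, 24.5% and 85.1% with the window extended 200 nt past the end, 21.5% and 70.8% with identical alignments counted once, and 12.5% and 67.6% in genes of at least 2 kb. QuantSeq exceeded polyA in each of these 5 alternatives.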

Other observations

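The tests on 0.2 kb tiles, on depth, on mates with identical coordinates, on contig NW_024571840.1 with and without its leading tile, on the length of transcripts and on the stretch of windows on utg000003l were chosen after the related values had been seen. With 1 polyA library per species, differences between species stay among the open explanations throughout and were not tested.

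The minor strand of transcribed tiles held 4.05% of the alignments in D. pseudoobscura, 0.855% in D. eugracilis polyA, 1.83% in D. bifasciata and 2.00% in QuantSeq. If incomplete strand marking during library preparation were the whole cause, alignments across splice junctions would lie on the wrong strand as often. The share at junctions was lower in every library, with 1.40%, 0.329%, 0.925% and 0.0179% in the same order, which argues against strand marking as the whole cause at these well-covered junctions. The polyA libraries have the same order by both measures, so strand marking may account for part of the difference between them. Transcripts of opposite strands inside 1 tile stay open. In 0.2 kb tiles the share was 3.84% in D. pseudoobscura, 0.624% in D. eugracilis polyA, 1.43% in D. bifasciata and 0.909% in QuantSeq, but those tiles were selected anew and hold fewer alignments each, which alone can lower the share, so that comparison does not decide. Antisense transcription or a mixed preparation was not tested.

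More tiles had at least 1 alignment in D. pseudoobscura (31.8%) than in D. eugracilis (20.7%) or D. bifasciata (21.1%) polyA. Genomic DNA in the library could give such scattered reads, and its fragments would fall on both strands equally. In tiles with exactly 2 distinct read pairs, the pairs lay on opposite strands in 12.5% of 9641 tiles in D. pseudoobscura, 6.49% of 4131 tiles in D. eugracilis and 6.58% of 7052 tiles in D. bifasciata. All 3 values are far below the 50% that DNA alone would give, and DNA as a small part of the reads stays open, more so in D. pseudoobscura.

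Distinct alignments made up between 35.5% and 45.6% of the lines of the polyA libraries. Mates with identical coordinates, found in 71.8% of the pairs in D. pseudoobscura, 68.9% in D. eugracilis and 26.6% in D. bifasciata, lower these shares by construction and by different amounts. With each pair counted once, copies of another pair made up 20.14%, 35.95% and 31.03%, and the highest and lowest still lay 15.8 percentage points apart, so such mates are not the whole cause of the difference between the libraries. Nor is depth, which would lower the share of the deeper libraries, because the deepest polyA library (D. pseudoobscura) had a distinct share 10.1 percentage points above that of the shallowest (D. eugracilis). Abundant transcripts could use up the available positions, and tiles with 10 to 50 read pairs would then hold few copies. Copies made up 11.3% of the pairs in such tiles in D. pseudoobscura, 17.4% in D. eugracilis and 25.6% in D. bifasciata. Each value lay above the limit of 5% used for few copies. That limit was assumed, and how many copies such tiles would hold by chance was not measured, so the test does not decide. D. eugracilis exceeds D. bifasciata over all pairs but not in these tiles. Saturation stays open. PCR copies are a candidate explanation for part of the copies among pairs and were not tested on their own.

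Contig NW_024571840.1 of D. eugracilis reached only to base 13714 but held 5.30% of the QuantSeq and 1.84% of the polyA alignments, a ratio of 2.89 (2.87 to 2.90). The tile from 13001 to 13500 alone had 166373 QuantSeq alignments, 50.2% of those on the contig. Without that tile the ratio was 2.22 (2.20 to 2.23), so 1 tile was not the whole cause. Only 0.0515% of the polyA alignments on the contig were spliced, the lowest share among 68 contigs with at least 10000 polyA alignments, the next being 10.3%. Both strands were used, with 52.2% on the minus strand in polyA. An intronless genome such as that of an organelle is a candidate explanation. An organelle and another intronless source cannot be told apart here, because no sequence was used and the spliced share would be low in both.

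The polyA to QuantSeq ratio of a gene would rise with the length of the transcript if fragments per molecule set it. Across 3739 genes the Spearman's rho of the log2 ratio with exonic length was 0.0632. Exonic length was taken from introns seen in polyA reads, so genes with few polyA reads keep introns in their length, which pulls the rho down. The test does not decide, and transcript length stays open. The second explanation was that QuantSeq reads lie beyond the annotated gene end and are missed. In the top 10% of the ratio (374 genes), a mean of 9.15% of the QuantSeq reads lay in the 1000 nt past the gene end, against 2.88% in the other 3365 genes, a difference of 6.28 percentage points. The medians were 0% in both sets, and 23 genes of the top 10% had more reads past the end than inside, against 31 of the others. Genes with a high ratio have few QuantSeq reads inside the gene by selection, which alone raises the share past the end. The test therefore does not decide. Short gene ends in the annotation may raise the ratio of some genes and stay open.

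A stretch with a single leading strand would be a mark of a uni-stranded precursor. In runs of 10 kb windows with at least 10 alignments each and at least 90% from 1 strand, the longest on utg000003l had 7 windows. There were 2 such runs, both on the plus strand, from 410001 to 480000 with 1732 alignments (96.5% plus) and from 490001 to 560000 with 689 (98.0% plus). The window between them had 89.7% of 174 alignments on the plus strand. Of 10000 shuffled orders of the windows of the contig, 100 gave a run as long, which argues against neighbouring windows being independent. Any transcript longer than 1 window breaks that independence, so the shuffles do not bear on a cluster precursor. On utg000040l, assumed here to be the contig of the dual-stranded cluster, the longest run had 6 windows. There were also 2 of these, both on the plus strand, from 100001 to 160000 with 4526 alignments (96.3% plus) and from 570001 to 630000 with 13442 (95.7% plus), and 218 of 10000 shuffles gave a run as long. Among 123 contigs of at least 100 kb, utg000003l was in rank 26 and utg000040l in rank 42. The longest run had 17 windows on utg000044l. The run length of utg000003l was found on 16 contigs and that of utg000040l on 12. Contig utg000003l had 200 windows and utg000040l 65, and the ranks do not allow for such differences in size. The rank depended on the limit. At 80% the run of utg000003l had 15 windows, from 410001 to 560000 (rank 7), and that of utg000040l 9 windows (rank 29). At 95% they had 7 (rank 9) and 6 windows (rank 14). The runs of both contigs were thus close in length at 90% and 95% and apart at 80%, and these values do not decide whether such a run is a mark of a uni-stranded cluster. Spliced alignments made up 5.14% (4.15 to 6.29) of the stretch from 410001 to 480000 on utg000003l and 16.0% of the rest of that contig. On utg000040l they made up 13.5% (12.5 to 14.5) of the stretch from 100001 to 160000 and 13.9% of the rest. The shares were taken for the first of the 2 runs on each contig only. A protein-coding gene with long exons could also give the low share on utg000003l, so it does not decide. Whether the stretch on utg000003l belongs to the cluster was not tested.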
